# Epigenetic signatures associated with imprinted paternally expressed genes in the *Arabidopsis* endosperm

**DOI:** 10.1186/s13059-019-1652-0

**Published:** 2019-02-21

**Authors:** Jordi Moreno-Romero, Gerardo Del Toro-De León, Vikash Kumar Yadav, Juan Santos-González, Claudia Köhler

**Keywords:** H3K9me2, H3K27me3, CHG methylation, Endosperm, Genomic imprinting, Paternally expressed genes

## Abstract

**Background:**

Imprinted genes are epigenetically modified during gametogenesis and maintain the established epigenetic signatures after fertilization, causing parental-specific gene expression.

**Results:**

In this study, we show that imprinted paternally expressed genes (PEGs) in the *Arabidopsis* endosperm are marked by an epigenetic signature of Polycomb Repressive Complex2 (PRC2)-mediated H3K27me3 together with heterochromatic H3K9me2 and CHG methylation, which specifically mark the silenced maternal alleles of PEGs. The co-occurrence of H3K27me3 and H3K9me2 on defined loci in the endosperm drastically differs from the strict separation of both pathways in vegetative tissues, revealing tissue-specific employment of repressive epigenetic pathways in plants. Based on the presence of this epigenetic signature on maternal alleles, we are able to predict known PEGs at high accuracy and identify several new PEGs that we confirm using INTACT-based transcriptomes generated in this study.

**Conclusions:**

The presence of the three repressive epigenetic marks, H3K27me3, H3K9me2, and CHG methylation on the maternal alleles in the endosperm serves as a specific epigenetic signature that allows prediction of genes with parental-specific gene expression. Our study reveals that there are substantially more PEGs than previously identified, indicating that paternal-specific gene expression is of higher functional relevance than currently estimated. The combined activity of PRC2-mediated H3K27me3 together with the heterochromatic H3K9me3 has also been reported to silence the maternal *Xist* locus in mammalian preimplantation embryos, suggesting convergent employment of both pathways during the evolution of genomic imprinting.

**Electronic supplementary material:**

The online version of this article (10.1186/s13059-019-1652-0) contains supplementary material, which is available to authorized users.

## Background

Genomic imprinting is an epigenetic phenomenon causing maternal and paternal alleles to be differentially expressed after fertilization. In plants, genomic imprinting is mainly confined to the endosperm, an ephemeral nutritive tissue supporting embryo growth, similar to the placenta in mammals [1]. The endosperm is the product of a double fertilization event, where one of the haploid sperm cells fertilizes the haploid egg cell giving rise to the diploid embryo, while the second sperm cell fertilizes the diploid central cell to give rise to the triploid endosperm [2]. Imprinted genes are epigenetically modified during gamete formation, and the established epigenetic asymmetry is maintained after fertilization. Differential DNA methylation is established by the DNA glycosylase DEMETER (DME) that removes methylated cytosine residues in the central cell of the female gametophyte [3]. DME is not active in sperm, leading to differential DNA methylation between male and female genomes in the endosperm. DME acts on small transposable elements (TEs) in the vicinity of genes [4] and its activity has been connected to the expression of maternally expressed imprinted genes (MEGs). Hypomethylation can furthermore cause repression [5, 6], possibly by exposing binding sites for the Fertilization-Independent Seed (FIS)-Polycomb Repressive Complex 2 (PRC2) [7, 8], an evolutionary conserved chromatin modifying complex that applies a trimethylation mark on histone H3 at lysine 27 (H3K27me3) [9]. The Arabidopsis FIS-PRC2 consists of the subunits MEDEA (MEA), FIS2, FERTILIZATION-INDEPENDENT ENDOSPERM (FIE), and MULTICOPY SUPPRESSOR OF IRA1 (MSI1) [10] and is specifically active in the central cell of the female gametophyte and in the endosperm [11]. Repression of the maternal alleles of PEGs is mediated by the activity of the FIS-PRC2 [12], consistent with maternal PEG alleles being marked by H3K27me3 [8]. In this manuscript, we addressed the mechanism of maternal allele repression in PEGs. We surprisingly found that PEGs are regulated by two otherwise largely exclusive epigenetic repressive pathways, the FIS2-PRC2 and the pathway establishing the heterochromatin-localized H3K9me2 modification [13]. We demonstrate that both modifications, H3K27me3 and H3K9me2, overlap on the maternal alleles of the majority of PEGs. Our data suggest that most likely FIS-PRC2 acts first and is required to establish H3K9me2. Furthermore, we find maternal alleles of PEGs to be marked by CHG methylation in the central cell, indicating that repressive pathways establishing H3K27me3, H3K9me2, and CHG methylation act in the central cell of the female gametophyte. Finally, we use the presence of the three modifications to predict novel PEGs and propose that the number of PEGs predicted based on expression data strongly underestimates the real number of PEGs.

## Results

### The maternal alleles of PEGs are marked by H3K27me3, H3K9me2, and CHG methylation

In a previous study, we revealed that H3K27me3 and H3K9me2 overlapped in the endosperm at pericentromeric heterochromatic regions of the paternal genome, suggesting a partial functional redundancy of both modifications [8]. We now addressed the question whether this redundancy extends to other regions of the genome. We found that about one third of genes marked by H3K27me3 on the maternal alleles were also marked by H3K9me2 (Fig. 1a, hypergeometric test, *P* = 0 (Col × L*er* crosses); Additional file 1: Figure S1A, *P* = 0 (L*er* × Col crosses)). Genes containing both modifications on their maternal alleles had significantly higher levels of H3K27me3 compared to those only marked by H3K27me3 (Fig. 1b, Additional file 1: Figure S1B). The majority of double-marked genes contained both modifications specifically on the maternal but not the paternal alleles (maternal-specific marks) (Fig. 1a, Additional file 1: Figure S1A) and increasing levels of H3K27me3 on maternal alleles correlated with increasing levels of H3K9me2 on the maternal but not the paternal alleles (Additional file 1: Figure S2 and S3). We thus proposed that the presence of both modifications on the maternal alleles correlates with paternally biased expression. Consistent with this notion, we found that genes previously identified as PEGs [14] were substantially enriched for both modifications on their maternal alleles, while MEGs did not show enrichment of both marks on either maternal or paternal alleles (Fig. 1c, d, Additional file 1: Figure S1C-D). This trend was independent of the direction of the cross and similarly observed in Col × L*er* and L*er* × Col crosses (Fig. 1 and Additional file 1: Figure S1). The presence of H3K27me3 is generally confined to gene bodies [15], consistent with the observed enrichment of H3K27me3 in gene bodies of PEG maternal alleles (Fig. 1e and Additional file 1: Figure S1E). Interestingly, H3K9me2 was similarly restricted to gene bodies of PEGs (Fig. 1e and Additional file 1: Figure S1E), contrasting the exclusion of H3K9me2 from genic regions in sporophytic tissues [16]. The maternal alleles of PEGs were also strongly enriched for CHG methylation (Fig. 1f, Additional file 1: Figure S1 and S2), consistent with the chromomethylase 3 (CMT3) acting in a positive feedback loop with the histone methyltransferase proteins KYP/SUVH4, SUVH5, and SUVH6 [13]. Levels of CHH methylation were generally higher on maternal than on paternal alleles (Fig. 1f, Additional file 1: Figure S1F), consistent with depletion of CHH methylation in sperm [4, 17].

**Fig. 1:**
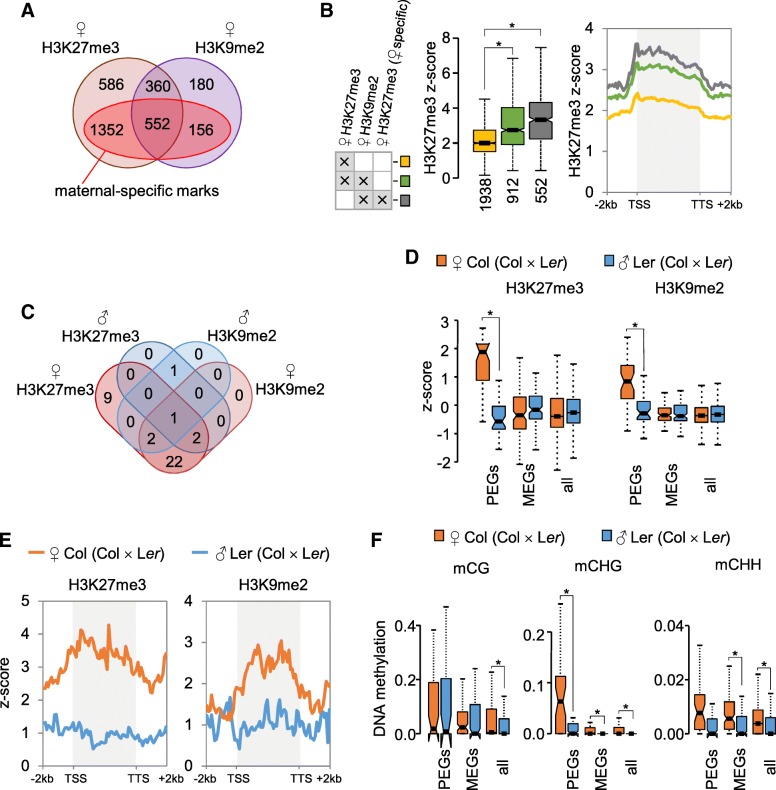
H3K27me3, H3K9me2, and CHG methylation overlap on maternal alleles of PEGs in crosses Col × L*er*. **a** Overlap of genes marked by H3K27me3 and H3K9me2 on the maternal alleles. Dark red inset marks genes that have H3K27me3 and H3K9me2 exclusively on their maternal alleles (excluding genes also marked on the paternal alleles). **b** Genes marked by H3K27me3 and H3K9me2 have higher levels of H3K27me3. Box plots show mean values of *z*-scored H3K27me3 and H3K9me2 of genes where the maternal alleles are either marked by H3K27me3 alone or by a combination of H3K27me3 and H3K9me2. Genes containing maternal-specific H3K27me3 and H3K9me2 are particularly enriched for H3K27me3. Boxes show medians and the interquartile range, error bars show the full range excluding outliers. Notches show the 95% confidence interval for the median. Asterisks mark significance (Wilcoxon rank sum test, *P* < 1.0e−3). Presence of the mark corresponds to the mark highest score defined in Additional file 2: Table S1. **c** The majority of PEGs are marked by H3K27me3 and H3K9me2 on their maternal alleles. Overlap of PEGs [14] with maternal and paternal H3K27me3 and H3K9me2. **d** Levels of H3K27me3 and H3K9me2 on PEGs, MEGs, and all genes. Box plots (as specified in panel B) show mean values of *z*-scored H3K27me3 and H3K9me2. Asterisks mark significance (Wilcoxon rank sum test, *P* < 1.0e−3). **e** Metagene plots showing average distribution of *z*-score normalized H3K27me3 and H3K9me2 levels on maternal and paternal alleles of PEGs [14]. **f** Levels of DNA methylation in each sequence context (mCG, mCHG, and mCHH) on PEGs, MEGs, and all genes. Box plots (as specified in panel B) show mean values of relative DNA methylation. Asterisks mark significance (Wilcoxon rank sum test, *P* < 5.0e−3). Data shown correspond to cross Col × L*er* [8], for reciprocal cross direction see Additional file 1: Figure S1

### Maternal-specific CHG methylation is established in the central cell and depends on FIS-PRC2

PEGs had increased levels of CHG methylation in the central cell, but low CHG methylation in sperm and vegetative cells of pollen (Fig. 2a), revealing that differences in CHG methylation are established before fertilization. The FIS-PRC2 had been proposed to promote non-CG methylation [4], raising the hypothesis that increased CHG methylation on the maternal alleles of PEGs depends on the activity of FIS-PRC2 in the central cell. Consistently, we observed strongly decreased CHG methylation on the maternal alleles of PEGs in seeds lacking maternal FIE activity (Fig. 2b), suggesting that FIS-PRC2 activity is required to recruit CHG methylation. The DNA glycosylase DME is required for the activation of *MEA* and *FIS2*, both encoding subunits of the FIS-PRC2 [18, 19]. Maternal PEG alleles had reduced levels of CHG methylation in seeds lacking maternal DME activity (Fig. 2b), supporting the notion that FIS-PRC2 activity is required for CHG methylation establishment on maternal PEG alleles.

**Fig. 2:**
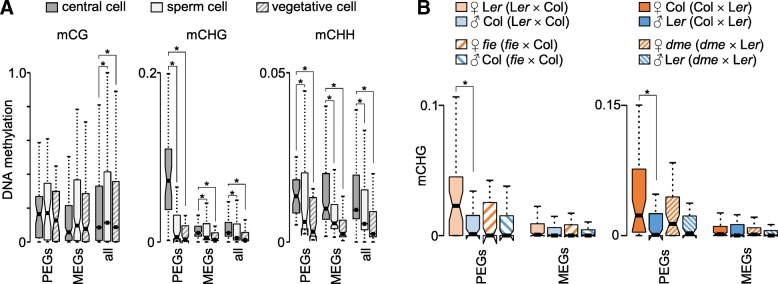
Maternal CHG methylation is established in the central cell and depends on FIS-PRC2. **a** Box plots showing mean values of relative DNA methylation in the central cell, sperm cell, and vegetative cell for PEGs, MEGs, and all genes. Boxes show medians and the interquartile range, error bars show the full range excluding outliers. Notches show the 95% confidence interval for the median. Asterisk marks significance (Wilcoxon rank sum test, *P* < 5.0e−3). **b** Box plots showing mean values of CHG methylation for PEGs and MEGs on maternal and paternal alleles in wild-type, *fie* (left panels) and *dme* (right panels) endosperm. Asterisk marks significance (Wilcoxon rank sum test, *P* < 5.0e−2)

Previous work revealed that loss of FIS-PRC2 function caused activation of maternal PEG alleles [12]. We addressed the question whether loss of CMT3 and the redundantly acting SUVH4,5,6 [20] similarly affect silencing of maternal PEG alleles. Based on published expression studies, *CMT3*, *SUVH4*, and *SUVH6* are expressed in the central cell of the female gametophyte and in the endosperm [21, 22]. The maternal alleles of seven tested PEGs remained silenced in reciprocal crosses of wild type with *cmt3* and *suvh4,5,6* triple mutants (Additional file 1: Figure S4A-B), indicating that stable silencing of the maternal alleles of PEGs does not depend on CMT3 and SUVH4,5,6 activity before fertilization. We tested the requirement of CMT3 and SUVH4,5,6 for PEG regulation after fertilization by monitoring PEG expression in homozygous mutant *cmt3* and *suvh4,5,6* seeds. None of the seven tested genes was significantly upregulated in seeds of *cmt3* or *suvh4,5,6* mutants (Additional file 1: Figure S4C), indicating that CMT3 and SUVH4,5,6 are not required for repression of maternal PEG alleles after fertilization. In the *suvh4,5,6* triple mutant, H3K9me2 is genome-wide eliminated in vegetative tissues [23]; however, whether H3K9me2 is similarly eliminated in the central cell and endosperm remains to be shown. Therefore, deciphering the role of H3K9me2 in repressing the maternal alleles of PEGs remains to be subject of future investigations.

### Paternally biased expression coincides with the combination of H3K27me3, H3K9me2, and CHG methylation

We addressed the question whether the presence of H3K9me2 and CHG methylation is functionally relevant for maternal allele repression by testing whether the presence of both modifications either alone or in combination with H3K27me3 correlates with maternal allele repression. Strikingly, while the presence of either CHG methylation, H3K9me2, or H3K27me3 on maternal alleles did not shift the allelic balance, the combination of more than one modification shifted the balance towards preferential paternal allele expression (Fig. 3a, Additional file 1: Figure S5A), suggesting that the combined presence of H3K27me3, H3K9me2, and CHG methylation is a hallmark for maternal allele repression. Consistently, increased bias towards paternal allele expression correlated with increased levels of H3K27me3, H3K9me2, and CHG methylation on maternal alleles (Fig. 3b, Additional file 1: Figure S5B).

**Fig. 3:**
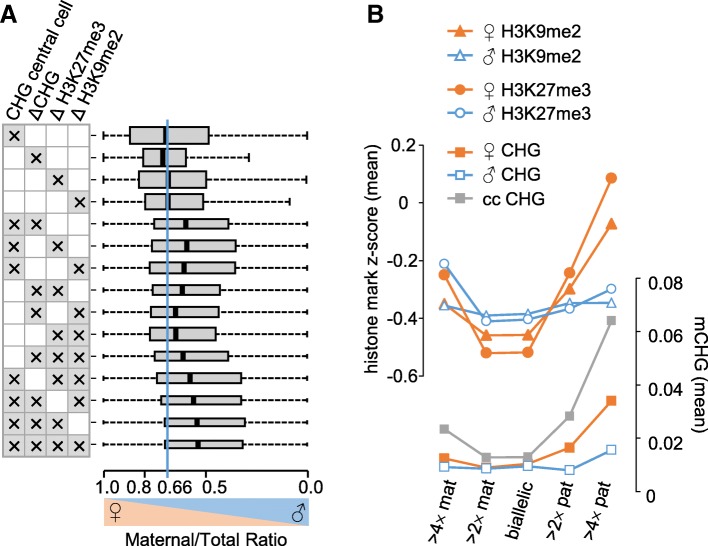
Paternally biased expression coincides with the combination of H3K27me3, H3K9me2, and CHG methylation in crosses Col × L*er* (for reciprocal cross direction see Additional file 1: Figure S5). **a** Box plots show mean values of maternal to total reads for genes marked by one or several of the following modifications: CHG methylation in the central cell, difference of CHG methylation, H3K27me3, or H3K9me2 levels on maternal and paternal alleles in the endosperm. For each modification only genes present in the highest scoring category were included in the analysis (see Additional file 2: Table S1). Boxes show medians and the interquartile range; error bars show the full range excluding outliers. Widths of boxes are proportional to square-root of the number of genes in each category. Blue line indicates the expected ratio for biallelically expressed genes. **b** Paternal expression bias correlates with high levels of CHG methylation in the central cell and H3K27me3 and H3K9me2 on maternal alleles in the endosperm. Plotted are mean values of CHG methylation, H3K27me3, and H3K9me2 on maternal and paternal alleles for genes with deviating parental expression levels from the expected two maternal to one paternal ratio

We tested which combination of marks would most reliably allow predicting paternally biased genes. We assigned scores for the allele-specific presence of the three modifications (see Additional file 2: Table S1) and tested whether highly scoring genes were enriched for previously predicted PEGs [14]. The combination of CHG methylation in the central cell together with maternal-specific H3K27me3 and H3K9me2 allowed to predict the highest number of previously described PEGs in Col and L*er* accessions (24 out of 42 (57%), [14]) in relation to the number of genes in the category with the highest score (Fig. 4a, Additional file 2: Table S1) and was chosen for further analysis. The category with the highest score was significantly enriched for PEGs (hypergeometric test, *P* = 1.0e−32), while categories with lower scores contained only few PEGs (Fig. 4a). Similarly, out of 64 PEGs that had been predicted by a recent study re-evaluating previously published imprintome datasets [24], 40 (62%) PEGs were present in the highest score category (Fig. 4a). Nearly half (96 genes, 46.4%) of those genes in the highest score category were significantly paternally biased (chi-square < 0.05, Bonferroni corrected, Additional file 3: Table S2), which was significantly more than the 8% paternally biased genes identified among all genes tested (hypergeometric test, *P* = 8.9e−52). We thus conclude that the presence of the three modifications, CHG in the central cell and H3K27me3 and H3K9me2 on maternal alleles in the endosperm, allows to predict genes with paternally biased expression. Paternally biased genes were particularly involved in regulation of transcription (*P* = 7.54e−5) and chromatin modification (*P* = 1.57e−3) (Additional file 1: Table S3), consistent with previous reports on the functional role of PEGs [14, 25].

**Fig. 4:**
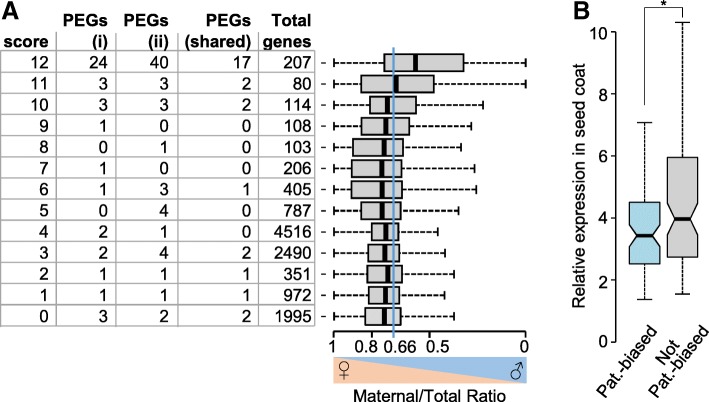
Epigenetic signatures allow predicting paternally expressed imprinted genes (PEGs). **a** The combination of CHG methylation in the central cell together with maternal-specific H3K27me3 and H3K9me2 allows predicting previously described PEGs [14, 24]. Scores are calculated as described in the Additional file 2: Table S1. High and low scores correspond to high or low levels of CHG methylation, H3K27me3, and H3K9me2, respectively. Number of PEGs corresponds to PEGs previously predicted [14] (i) and [24] (ii) in Col and L*er* accessions. Total genes correspond to all genes present in the corresponding categories. Box plots show mean values of maternal to total reads in the indicated categories. Boxes show medians and the interquartile range, error bars show the full range excluding outliers. Blue line indicates the expected ratio for biallelically expressed genes. **b** Box plots show relative expression level of genes in the seed coat of torpedo stage embryos [22]. Genes present in the highest score category (Additional file 3: Table S2) were grouped in paternally biased genes (chi-square test, *P* < 0.05 Bonferroni corrected) and not-paternally biased genes. Asterisks mark significance (Wilcoxon rank sum test, *P* < 5.0e−3)

### Maternal seed coat contamination restricts the identification of PEGs

Published endosperm transcriptome data contain a substantial fraction of transcripts from the maternal seed coat, which may limit the correct prediction of paternally biased genes [24]. We hypothesized that there are several genes that based on their epigenetic modifications (score 12, Fig. 4a and Additional file 3: Table S2) are likely to be PEGs but based on available expression data are not correctly classified. A prediction of this hypothesis is that genes in the highest score category that have been classified as biallelically expressed or maternally biased are more highly expressed in the seed coat than those with paternally biased expression. We tested this hypothesis using available expression data of seed coat tissue [22] at a similar developmental stage as published endosperm expression data [14]. Indeed, genes with paternally biased expression were significantly less expressed in the seed coat compared to genes that based on available expression data are either predicted to be biallelically expressed or maternally biased (Wilcoxon rank sum test, *P* < 0.005; Fig. 4b), strongly suggesting that maternal tissue contamination in available expression data limits the prediction of PEGs. To further test this hypothesis, we generated transgenic reporter lines containing the promoter (≃ 2 kb) and downstream genic regions fused to the green fluorescent protein (GFP) of seven genes belonging to the highest score category but predicted to be maternally (*AT2G33620*, *AT1G43580*, *AT1G47530*, *AT1G64660*, *AT2G30590*, *AT4G15390*) or biallelically expressed (*AT5G53160*). We detected a GFP signal in the endosperm only for construct *AT1G64660* (Fig. 5, Additional file 1: Table S4). For construct *AT1G47530*, a signal was detected in the seed coat, while for the other constructs no GFP signal was detected in seeds, indicating that the regulatory elements required for the expression of those genes are located outside the promoter and genic regions used to generate the reporter lines. Reciprocal crosses using the *AT1G64660* reporter lines revealed that this gene is indeed a PEG and strongly expressed in the endosperm when paternally, but not when maternally inherited (Fig. 5). These data support the hypothesis that seed coat contamination limits the transcriptome-based identification of PEGs.

**Fig. 5:**
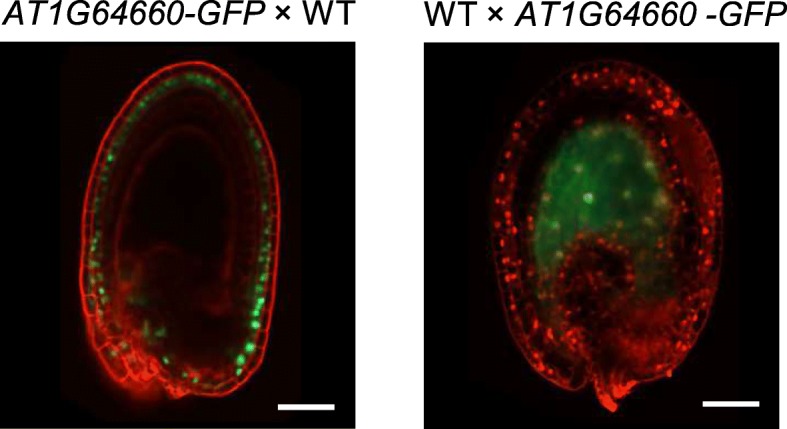
Reporter lines for *AT1G64660* confirm imprinted expression. Representative images of seeds derived after reciprocal crosses of the *AT1G64660* reporter line (fusion with green fluorescent protein (GFP)) with wild-type (WT) plants. GFP fluorescence was detected in the seed coat when the *AT1G64660* reporter was maternally inherited, but endosperm-specific expression was only detected when the *AT1G64660* reporter was paternally inherited. Seeds at 2 DAP were used for imaging. Red stain is propidium iodide. Scale bars correspond to 50 μm

To test whether we could confirm additional PEGs that have been predicted based on their epigenetic signatures, we applied INTACT (isolation of nuclei tagged in specific cell types) to purify endosperm nuclei at 4 days after pollination (DAP) from Col × L*er* and L*er* × Col reciprocal crosses. 

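RNA of INTACT-purified endosperm nuclei was analysed in 5 libraries, 2 from Col × L*er* seeds and 3 from L*er* × Col seeds, all collected at 4 DAP. The mother is written first in each cross. In INTACT, a nuclear envelope protein and a biotin ligase are expressed from a cell-type promoter, here that of *PHE1*, and the biotinylated nuclei are captured on streptavidin beads. The libraries were numbered as replicates 2 and 3 of Col × L*er* and replicates 1, 2 and 3 of L*er* × Col, after the column names of the authors' table. The sample titles number the Col × L*er* libraries 1 and 2. By this numbering and the paper's methods, replicate 1 of L*er* × Col came from 500 mg of siliques and the other libraries from 250 mg each. The authors deposited 1 value per gene and library, in reads per kilobase of gene scaled to the depth of the library (RPKM), with the reads of both parental alleles added up. Allele-specific reads are given in Table S5, of which a part with 1998 genes, from AT1G01225 to AT1G61770, was used here. Mapping is described in the paper by reference to an earlier study.
The low RPKM values of tRNA genes fell on whole multiples of a single read for between 95.0 and 98.0% of the genes with fewer than 20 reads. These steps give a depth of 12544667 reads for replicate 2 and 26606817 for replicate 3 of Col × L*er*, and of 25565010, 20319905 and 28539145 reads for replicates 1, 2 and 3 of L*er* × Col. The share on whole multiples rests on 40 to 331 tRNA genes per library. Over 2040 to 6130 low genes per library, with exon lengths, it was 43.4 to 85.4%. Read numbers estimated from exon lengths are therefore approximate. Of the genes in the table, 12393 were listed at 0 in replicate 2 and 1822 in replicate 3 of Col × L*er*. In replicates 1, 2 and 3 of L*er* × Col, 647, 10800 and 3293 genes were listed at 0. The median RPKM was 1.91 and 4.47 in the Col × L*er* libraries and 8.96, 0.952 and 3.40 in the L*er* × Col libraries. All 279 chloroplast and mitochondrial identifiers were listed at 0 in every library.
Values were compared as log2(RPKM + 1), a scale that understates the change of low genes, over the 25579 genes with an RPKM of at least 1 in at least 2 libraries. Across these genes, Pearson's r was 0.950 between the replicate 3 libraries of the crosses and 0.857 between the replicate 2 libraries. Replicate 2 of Col × L*er* gave an r of 0.869 with replicate 3 of L*er* × Col and of 0.855 with replicate 3 of its own cross, and replicate 1 of L*er* × Col gave between 0.635 and 0.723 with the other libraries. The differences between replicates 2 and 3 in the crosses correlated across genes (r = 0.29), so libraries of the same number deviated together. Genes are not independent replicates, and the r values describe these libraries only. The crosses were compared with limma, with the cross as the only term or with the replicate number as a block.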

Isolated RNA was sequenced and profiled for allele-specific gene expression. By analyzing the maternal to total reads ratio in each epigenetic category, we confirmed that the genes in the highest score category (group with score 12) indeed showed a clear trend towards paternally biased expression (Fig. 6a, Additional file 4: Table S5). 

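Of the 1998 genes in the part of Table S5 analysed here, 26 have a score of 12 and 1564 a score of 0 to 11. Total expression of both alleles was lower for score 12. The median RPKM of these 26 genes was 7.81 in Col × L*er* and 6.48 in L*er* × Col, against medians over all genes of the part of 13.5 and 11.4. On the log2(RPKM + 1) scale, the median over the 5 libraries was 2.91 for score 12 and 3.62 for lower scores, a difference of -0.71 (two-sided permutation test across genes, p = 0.0483). The median for each lower score lay between 5.45 and 29.1 RPKM in Col × L*er* and between 6.57 and 21.3 in L*er* × Col, so that score 8, with 17 genes, lay below score 12 in Col × L*er*, and every lower score lay above it in L*er* × Col. The paper's reported maternal fraction has a median for score 12 of 0.394 in Col × L*er* and 0.433 in L*er* × Col. For the lower scores, the medians of the paper's fraction lay between 0.676 and 0.841 in Col × L*er*. In L*er* × Col, score 11, with 5 genes, had a median of 0.167, below score 12, and scores 0 to 10 lay between 0.674 and 0.753. Averaged over both crosses, the paper's fraction has a median of 0.469 for score 12 and of 0.521 to 0.732 for the lower scores.
All score-12 genes of Table S2 have a row in the RPKM table. An RPKM of at least 1 in every library was reached by 110 of them (53.1%) and by 14700 of the 33395 other genes (44.0%; two-sided Fisher's exact test, p = 0.00928). Against the 3132 other genes with a score in the parts of Tables S1 and S5 used here, of which 70.9% reached it, the direction was the opposite (Fisher's exact test, p = 1.97e-07). The rows of the RPKM table include 3911 pseudogenes, 623 tRNA genes and 279 organelle identifiers, so gene type enters the first comparison. No test against protein-coding genes alone was run. In single libraries, 58.9 to 97.4% of protein-coding genes reached an RPKM of at least 1, against 61.8 to 98.1% of score-12 genes. The number of score-12 genes at an RPKM of at least 1 was 149 and 190 in the Col × L*er* libraries and 203, 128 and 178 in the L*er* × Col libraries, a spread that follows the replicate number. From the maternal fractions, the paper concludes that genes carrying all 3 maternal marks tend towards paternally biased expression.

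**Figure D1:**
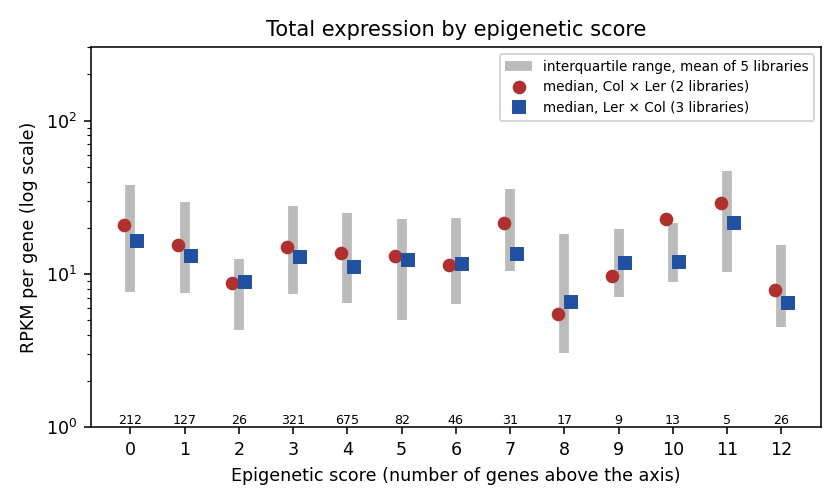
RPKM per gene on a log axis against the epigenetic score, for genes of the part of Table S5. Circles and squares are medians in Col × L*er* (2 libraries) and L*er* × Col (3 libraries), grey bars the interquartile range of the 5-library mean, and the number of genes stands above the axis; score 12, with 26 genes, has medians of 7.81 and 6.48.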

Following previously established criteria [14], we predicted 148 PEGs that were reciprocally imprinted in both directions of the crosses. 

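Of the paper's PEGs, 25 lie in the part of Table S5 analysed here. Their RPKM, averaged over the 5 libraries, ranged from 1.39 to 66.7 with a median of 9.59, and 20 of them reached an RPKM of at least 1 in every library. In limma, 24 of these PEGs could be tested between the crosses, and none had an adjusted p-value under 0.05, while 1 had an unadjusted p under 0.05. Their log2 fold changes (Col × L*er* over L*er* × Col) lay between -0.77 and 1.66. The median was 0.19, at the 24.9th percentile of 10000 random lists of genes matched on expression. With the replicate number as a block, for which same-numbered libraries correlated at 0.29, the median was 0.35 and again none had an adjusted p under 0.05, with 0 at an unadjusted p under 0.05. With the block, replicate 1 of L*er* × Col does not count in the difference between the crosses. The median over all tested genes was 0.10 without the block and 0.44 with it, and without replicate 1 of L*er* × Col it was 0.46 with and without the block. The 137 tested genes that the paper calls Col-dominant, MEGs in Col × L*er* and PEGs in L*er* × Col, had a median of 0.47 against 0.20 in matched lists, at the 99.99th percentile, and a median of 0.70 with the block. None of them had an adjusted p under 0.05 without the block (5 at an unadjusted p under 0.05), and 1 had with it.
Over all genes, limma called 1 gene higher and 1 lower in Col × L*er* (Benjamini-Hochberg adjusted p under 0.05), with 266 genes at an unadjusted p under 0.05. Uniform p-values would put about 1279 genes there, so this fit was conservative. The absence of a call is therefore weak evidence of no difference. With the replicate number as a block, 77 genes were higher and 9 lower, the alternative that moved the count most among the fits of all 5 libraries. The gene that was higher, AT2G05765, is annotated as a snoRNA and had an RPKM of 153 ± 74.9 (SD, n = 2) in Col × L*er* and 7.86 ± 3.21 (SD, n = 3) in L*er* × Col, a log2 fold change of 4.09 (standard error 0.80, adjusted p = 0.00431 from limma). AT5G27345, annotated as a pseudogene, had 11.7 ± 0.972 (SD, n = 2) and 284 ± 139 (SD, n = 3), a log2 fold change of -4.38 (standard error 0.74, adjusted p = 7.09e-05 from limma). Neither gene is in the part of Table S5.
The share of paternal reads of the 25 PEGs, taken from the paper's informative reads, rests on 24 to 4012 reads per gene and cross. For 15 of the 25 PEGs, the 95% Wilson confidence interval lay above 50% in both crosses. Of the 10 PEGs with score 12 this held for 8, and of the other 15 for 7. The intervals cover counting error only.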

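Whether the PEGs of the highest score category follow from its expression level was tested with the total RPKM of the 5 INTACT libraries. In the part of Table S5 analysed here, 26 genes have score 12 and 10 of them are PEGs. From the same table, 10000 random lists of 26 genes were drawn with the same number of genes in each of 10 expression bins. They held 0.35 PEGs on average and at most 4 (one-sided permutation test, p = 0.0001, the smallest that 10000 lists can give). This is a 28.5-fold excess. With the mean RPKM taken without each library in turn, the excess lay between 22.3-fold and 28.4-fold. The paper chose the marks behind the score by how many PEGs of an earlier study they captured. Of these 10 PEGs, 6 are of that study, so the excess is partly built in. No test without them was run.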

There was a significantly higher number of PEGs present in the highest score category compared to a representative random sample of genes with informative reads (Fig. 6b). Furthermore, the highest score category had the highest frequency of PEGs, with other categories having significantly fewer PEGs (Fig. 6c). 

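Only genes called PEG, MEG or biallelic by the paper were compared, as in Fig. 6c. In the part of Table S5 analysed here, 10 of 12 such genes with score 12 were PEGs (83.3%, 95% Wilson confidence interval 55.2 to 95.3%). Among scores 0 to 11, 9 of 1051 were PEGs (0.856%, interval 0.451 to 1.62%; two-sided Fisher's exact test, p = 1.23e-17). Restricting both groups to genes with an RPKM of at least 1 in every INTACT library left 9 PEGs of 10 genes against 7 of 904 (Fisher's exact test, p = 9.63e-17). Score 12 was then compared with each lower score in 12 Fisher's exact tests. The Benjamini-Hochberg adjusted p was 0.00407 or lower for scores 0 to 9. For score 10, with 2 PEGs of 8 genes, the adjusted p was 0.0211. For score 11, with 1 PEG of 3 genes, it was 0.154, a difference not detectable with so few genes. The choice of marks by PEGs of an earlier study enters these comparisons too.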

Of the 148 genes that we predicted as PEGs based on our RNA sequencing data, 45 were present in the highest score category, which is significantly more than expected by chance (*P* = 2.008e−55, Fig. 6d). 

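The 10 score-12 PEGs in the part of Table S5 analysed here include 6 that Table S1 marks as PEGs of an earlier study in Col and L*er*, and 9 that are marked there or were called at least once in the re-evaluation listed in the same table. Both are the paper's annotations. The 5 with the highest total expression were AT1G17780, *VIM5* (AT1G57800), *RBP47C'* (AT1G47500), *VIM1* (AT1G57820) and AT1G07700. Reads of *VIM1* and *VIM5*, and of *RBP47C'* and its neighbour *RBP47C*, are of related genes that the authors' counting could have split.
AT1G17780 had an RPKM of 72.8 ± 11.2 (SD, n = 2) in Col × L*er* and 62.7 ± 40.4 (SD, n = 3) in L*er* × Col. The paper's informative reads give a paternal share of 65.0% (95% Wilson interval 63.3 to 66.7%) of 3072 reads in Col × L*er* and 76.8% (75.4 to 78.1%) of 4012 reads in L*er* × Col. *VIM5* reached 32.9 ± 22.7 (SD, n = 2) and 16.1 ± 3.88 (SD, n = 3) RPKM, with paternal shares of 89.1 and 89.9%. For *RBP47C'*, 15.1 ± 6.10 (SD, n = 2) and 16.2 ± 9.57 (SD, n = 3) RPKM were measured, with shares of 85.7 and 87.7%. *VIM1* had 13.8 ± 1.92 (SD, n = 2) and 15.5 ± 2.71 (SD, n = 3) RPKM, with paternal shares of 91.9 and 83.8%. AT1G07700 carries neither annotation and had 18.2 ± 18.7 (SD, n = 2) and 11.5 ± 9.12 (SD, n = 3) RPKM. Its paternal share was 72.1% (65.7 to 77.8%) of 208 reads in Col × L*er* and 57.8% (47.1 to 67.9%) of 83 reads in L*er* × Col, an interval that reaches below 50%. AT1G60410 had the lowest mean RPKM of the 10, between 0.169 and 3.88 in the 5 libraries. Between the crosses, the log2 fold changes of the 10 PEGs lay between -0.57 and 0.83, and no difference was detected (adjusted p = 0.99997 from limma for each).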

Out of those, 24 were previously predicted based on published data [12, 14, 26, 27], while 21 genes are likely new high-confidence PEGs, revealing that PEGs are more common than previously estimated.

**Fig. 6:**
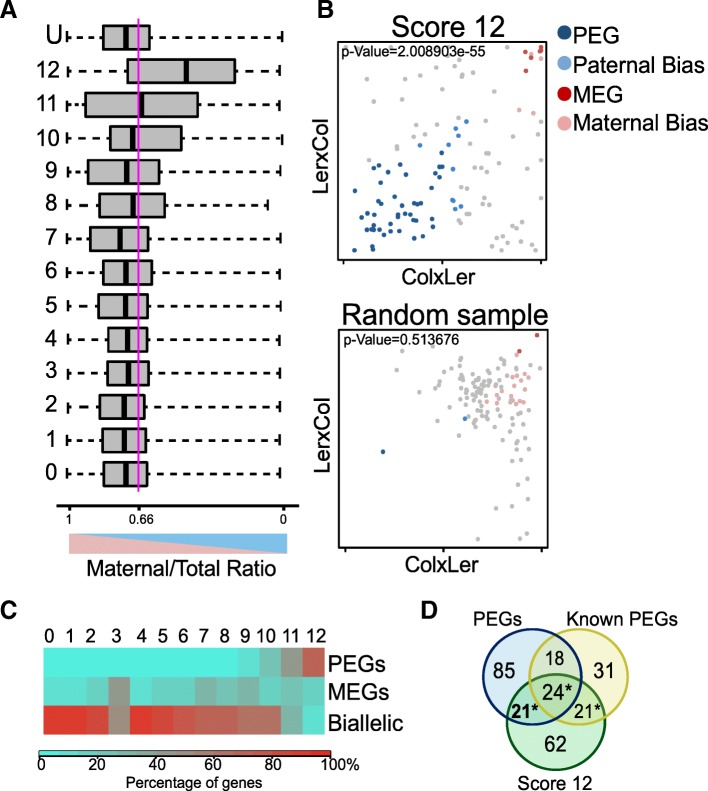
Confirmation of predicted PEGs in RNA samples of INTACT-purified endosperm nuclei. **a** Distribution of maternal to total read values for genes in each epigenetic category. The distribution for the total population of genes with informative reads (U) is included. Genes with the highest levels of CHG methylation, H3K27me3, and H3K9me2 show a clear trend towards paternally biased expression (around 0.5). Values correspond to combined values of Col × L*er* and L*er* × Col crosses. Boxes show medians and the interquartile range, lines show the full range of outliers. Blue line indicates the expected ratio for biallelically expressed genes (0.66). **b** Parent-of-origin distribution of the group of genes with score 12, compared with a random group of the same size. Significantly more PEGs are detected in the group of genes with score 12, compared with the random sample (hypergeometric test, *P* values correspond to the comparison with the total population of PEGs in the whole RNAseq data). The scatter plots show maternal to total read values for Col × L*er* and L*er* × Col reciprocal crosses. Colors indicate genes with significant parent-of-origin biased expressed: MEGs, 85% or more of maternal reads in each reciprocal cross; PEGs, 50% or more of paternal reads in each reciprocal cross. Maternally and paternally biased genes show significantly biased expression (*P* ≤ 0.01) in both reciprocal crosses. **c** Percentage of PEGs, MEGs, and biallelically expressed genes in each epigenetic category. Color code indicates the percentage of genes within each category. Categories with genes having lower levels of CHG methylation, H3K27me3, and H3K9me2 marks have significantly fewer PEGs than the highest scoring category (chi-square test, *P* < 1e−8 in categories 1–10; *P* = 0.001 in category 11). Only PEGs, MEGs, and biallelic categories were considered. **d** Overlap of PEGs that were detected in our INTACT-based RNAseq samples (blue) with genes predicted as PEGs based on their epigenetic score 12 (green) and previously reported PEGs (yellow) by [12, 14, 26, 27]. New predicted and confirmed PEGs in bold. Statistical significance was calculated using a hypergeometric test (*P* values < 4e−20)

## Discussion

In this study, we identified the concomitant presence of maternal-specific CHG methylation, H3K27me3, and H3K9me2 as an epigenetic signature for paternally biased expression in the endosperm. We furthermore predict that there are substantially more PEGs than previously reported in Arabidopsis [12, 14, 26], suggesting that in Arabidopsis the number of PEGs exceeds the number of MEGs. Recent re-evaluation of published imprintome data of Arabidopsis revealed that a large number of previously predicted MEGs were seed coat expressed genes, while the number of PEGs was underestimated [24]. Our study supports and extends this notion by showing that there is a large number of paternally biased genes that likely failed to be identified in previous studies because of maternal seed coat contamination or early stage-specific expression.

A previous study reported that the maternal alleles of PEGs in *A. lyrata* are marked by CHG methylation and implicated that closely related species use different mechanisms to regulate imprinted gene expression [28]. Our study reveals that similar to *A. lyrata* the maternal alleles of many PEGs are also marked by CHG methylation in *A. thaliana*, highlighting that epigenetic mechanisms employed to maintain monoallelic expression are rather conserved between related species. Interestingly, while the maternal alleles of PEGs in maize are marked by H3K27me3, they are not marked by CHG methylation [29], indicating that diverged species may use a different mechanism in maintaining maternal allele repression.

How H3K9me2 and CHG methylation are established at PRC2 target genes remains to be studied; however, the strong activation of maternal PEG alleles upon loss of FIS-PRC2 function [12] suggests that H3K9me2 and CHG methylation require FIS-PRC2 function. The PRC2 is generally targeting genes with specific roles during development [30], while complexes establishing H3K9me2 are mainly targeting TEs localized in heterochromatic regions of the genome [31]. This functional division of PRC2 and machineries establishing heterochromatic marks is conserved in plants as well as in mammals [32]; however, there are notable exceptions to this rule in both groups of organisms. In rice seedlings, about one third of H3K27me3 marked genes are also marked by CHG and CHH methylation [33]. Similar to the findings reported in our study, higher levels of H3K27me3 correlate with higher CHG and CHH methylation in gene bodies of rice [33]. The rice H3K27me3 methyltransferase SDG711 physically interacts with the CHH methyltransferase OsDMR2 and the SRA-domain containing SUVH protein SDG703, uncovering a mechanistic connection between PRC2 and non-CG methylation.

Which methyltransferases establish H3K9me2 in the central cell of the female gametophyte and in the endosperm of Arabidopsis remains to be investigated. SUVH4,5,6 are the main H3K9me2 methyltransferases in sporophytic tissues of Arabidopsis [23] and *SUVH4* and *SUVH6* are expressed in the central cell and in the endosperm [21, 22]. However, the imprinted genes *SUVH7* and *SUVH8* [12] encode for two potential H3K9me2 methyltransferases that despite lack of in vitro activity [20] may be active in the endosperm. Increased expression of *SUVH7* is detrimental in triploid seeds [34], indicating that SUVH7 is functionally active in the endosperm. Similarly, *CMT3* is expressed in the central cell and in the endosperm [21, 22]; however, functional redundancies with other CMT genes cannot be ruled out based on available data. Identifying the H3K9me2 and CHG methyltransferases acting in the endosperm will be a major step to address the functional role of H3K9me2 and CHG methylation in the stable repression of maternal PEG alleles.

In mammalian cells, H3K9 methyltransferases colocalize with PRC2 [35–37], revealing crosstalk between these two major epigenetic silencing pathways that likely is required for stable gene silencing. The imprinted maternal *Xist* locus encoding an X-linked long-noncoding RNA is covered by H3K27me3 and H3K9me3 in preimplantation embryos [38, 39]. Importantly, loss of maternal H3K27me3 induces *Xist* activation, indicating that maternal H3K27me3 is the major imprinting mark of *Xist* [39]. This is strikingly similar to findings made in this study revealing H3K27me3 as the major repressive mark for PEGs. Recent work revealed that maternal H3K27me3 controls DNA methylation-independent imprinting in mammalian preimplantation embryos [40]. While imprinted expression of most genes is lost in the embryonic cell lineage, few genes maintain their imprinted expression in the extra-embryonic cell lineage [40]. The *Xist* locus that is marked by H3K27me3 and H3K9me3 is among those loci that remain imprinted in extra-embryonic tissues [39]. Whether the presence of both marks distinguishes those genes that maintain their imprinted expression from those that become biallelically expressed remains to be tested, but we consider this a very attractive hypothesis. We speculate that the presence of both marks in certain tissue types of mammals and flowering plants is a conserved epigenetic signature marking stably repressed genes.

## Conclusions

We discovered the co-occurrence of the PRC2-mediated H3K27me3 and heterochromatic H3K9me2 and CHG methylation as an epigenetic signature marking the silenced maternal alleles of PEGs. This signature can be used to predict PEGs at high accuracy, and based on this prediction, we estimate that the number of PEGs is substantially larger than previously estimated. We hypothesize that the common use of PRC2 and H3K9 methylation to silence target loci during reproduction has convergently evolved in flowering plants and mammals to ensure stable silencing during this sensitive life stage.

## Methods

### Plant material and growth conditions

All seeds were surface sterilized (5% sodium hypochlorite and 0.01% Triton X-100), stratified for 2 days at 4 °C, and germinated on half-strength Murashige and Skoog medium containing 1% sucrose under long-day conditions (16 h light/8 h darkness, 21 °C). Plants were transferred to soil after 10 to 12 days and grown under long-day conditions. The *cmt3-11* (SALK_148381; [41]) and *suvh456* mutants (kindly provided by Judith Bender) used in this study are in the Col-0 background.

### Imprinting assays and expression analysis

To generate siliques of indicated crosses, three to five flowers were emasculated, hand-pollinated, and harvested at 4 DAP. RNA extraction was performed using the MagJET Plant RNA Purification Kit (Thermo Scientific) following the manufacturer’s instructions. Residual DNA was removed using Invitrogen DNase I (Amplification Grade), and cDNA was synthesized using the Fermentas first-strand cDNA synthesis kit according to the manufacturer’s instructions. Quantitative PCR was performed using a MyiQ5 real-time PCR detection system (Bio-Rad) and Solis BioDyne-5x Hot FIREPol EvaGreen qPCR Mix Plus (ROX, Solis BioDyne). For the imprinting-by-sequencing assay, the PCR products were purified and analyzed by Sanger sequencing. For the imprinting-by-restriction enzyme digestion assay, the PCR products were purified and digested. Restriction enzymes and primers used are listed in the Additional file 1: Table S6.

### Data analysis

We made use of endosperm-specific ChIP-seq data that have been previously generated in our group [8]. Data correspond to pooled biological triplicates with ChIP signals being normalized with H3 ChIP data by calculating the log2 ratio in 150-bp bins across the genome. Data were standardized and normalized with a *z*-score transformation [42]. Metagene plots over genes were constructed between − 2 and + 2 kb by calculating mean levels of methylation signals in 100-bp bins in the flanks of the genes and in 40 equally long bins between the transcriptional start and stop. Gene *z*-scores were calculated as an average of *z*-scores over the gene body. DNA methylation data of *fie* and *dme* and their corresponding wild types are from [4]. DNA methylation data of the central cell, sperm, and vegetative cells are from [3, 17]. Endosperm expression data are from [14] and seed coat expression data from [22].

### Endosperm nuclei isolation and RNA sequencing

We performed Col × L*er* reciprocal crosses using *Arabidopsis* lines expressing *PHE1::NTF* and *PHE1::BirA* (lines referred as INT hereafter) [43]. To facilitate the crosses, we used the male sterile mutants *pistillata* (*pi-1*, in L*er* accession) and *dde2* (in Col accession containing INT) as female parents and pollinated them with the INT line (Col accession) and L*er* wild type, respectively. A total of 500 mg of siliques for the first replicates and 250 mg of siliques for the second and third replicates were collected at 4 DAP. Tissue homogenization, nuclei purification, RNA extraction, and library preparation were performed from three biological replicates as previously described [43, 44]. Samples were sequenced at the National Genomic Infrastructure (NGI) from SciLife Laboratory (Uppsala, Sweden) on an Illumina HiSeq2500 in paired-end 125 bp read length. Mapping and discrimination of parental reads was done as previously described [44]. We calculated contamination levels based on the deviation of the read counts from the expected 2:1 maternal/paternal genome ratio in the endosperm [43] (Additional file 1: Table S6). 

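Marker genes were read in each library for the tissues that surround or adjoin the endosperm. The lists, set before the RPKM values were examined, held 13 seed coat, 6 photosynthesis, 12 endosperm and 4 embryo genes. *ANR* is listed as *BAN* in the reference annotation (TAIR10.1). The mean log2(RPKM + 1) of the seed coat markers was 1.95 and 4.12 in replicates 2 and 3 of Col × L*er*, and 4.03, 1.70 and 4.05 in replicates 1, 2 and 3 of L*er* × Col. Between the crosses, the mean was 3.03 ± 1.53 (SD, n = 2) in Col × L*er* and 3.26 ± 1.35 (SD, n = 3) in L*er* × Col, a difference within the spread of the libraries (exact permutation test, two-sided, p = 1, where 0.1 is the smallest that 10 splits allow). Taken within replicates 2 and 3, that is with the replicate number as a block, the difference was 0.16 in place of -0.23.
Replicate 1 of L*er* × Col exceeded the mean of its replicates 2 and 3 by 1.16 over the seed coat markers, at the 70.3rd percentile of 10000 lists matched on expression, whose mean was 1.03. Among markers chosen here after their values were seen, *LDOX* had an RPKM of 58.2 in replicate 1, 5.17 in replicate 2 and 90.2 in replicate 3 of L*er* × Col, and *TT10* had 11.0, 2.84 and 2.60. The embryo markers averaged 3.41 in replicate 1 of L*er* × Col and between 0.32 and 1.32 in the other libraries. Their difference to replicates 2 and 3 of L*er* × Col was 2.93 against 2.06 in matched lists, at the 96.9th percentile, so most of it was shared with genes of the same level. *PLT1*, also chosen afterwards, reached an RPKM of 22.6 there and at most 2.22 elsewhere. The endosperm markers averaged between 2.90 and 4.21. *PHE1*, whose promoter drives the nuclear tag, had an RPKM of 33.9 ± 5.97 (SD, n = 2) in Col × L*er* and 41.8 ± 8.62 (SD, n = 3) in L*er* × Col.

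**Figure D2:**
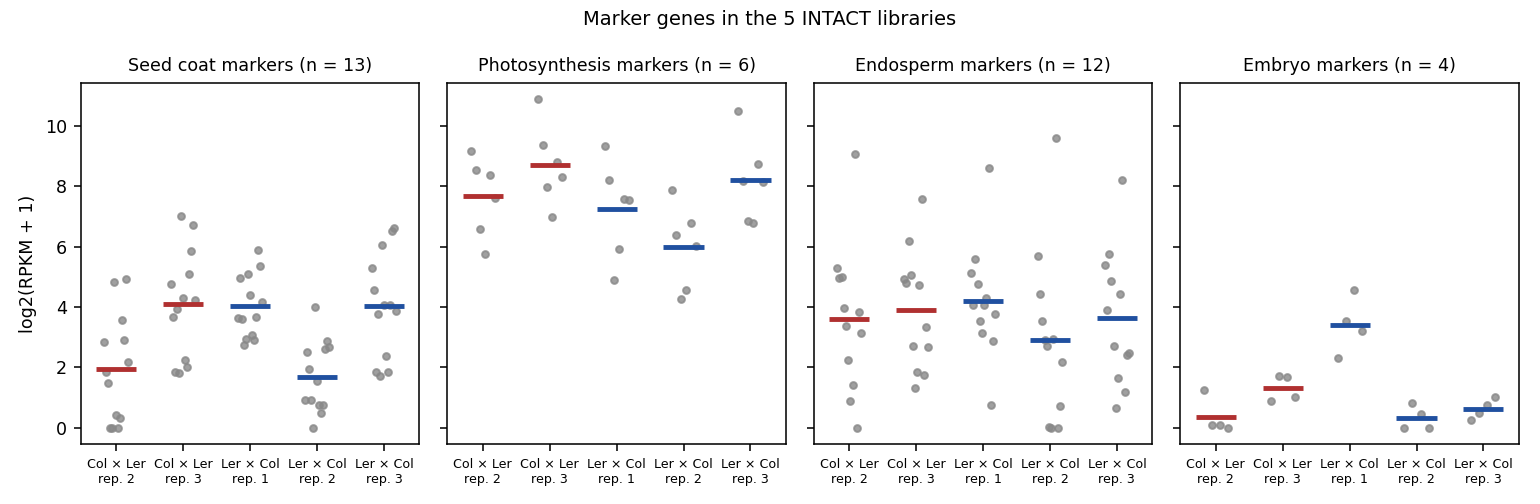
Expression as log2(RPKM + 1) of seed coat, photosynthesis, endosperm and embryo markers in each library. Points are genes and lines are means over the markers, red for Col × L*er* and blue for L*er* × Col; the seed coat means are 1.95 and 1.70 in the replicate 2 libraries and 4.12 and 4.05 in the replicate 3 libraries.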

Based on this analysis, the first replicates of both cross directions Col × L*er* and L*er* × Col were not included in the downstream analyses. 

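How much each L*er* × Col library contributes to the informative reads of Table S5 was estimated from the RPKM of the 5 libraries. For 1528 genes with an RPKM of at least 1 in every library and at least 20 informative reads in each cross, the ratio of the paper's informative reads in L*er* × Col to those in Col × L*er* was fitted as a weighted sum of the 3 L*er* × Col libraries with weights of at least 0. The Col × L*er* libraries were weighted by their depth. Replicate 1 received 0.882% of the weight (95% bootstrap interval over genes 0 to 4.44%), replicate 2 received 27.4% and replicate 3 received 71.8%. By their depth, the 3 libraries hold 34.4, 27.3 and 38.3% of the L*er* × Col reads. Replicates 2 and 3 differed more in fitted weight than in depth, so the fit did not follow depth between them. The bootstrap interval does not cover this departure. On simulated reads that included replicate 1, the same fit gave it 31.4% (28.2 to 35.4%) where its true share was 34.4%, and 0% on reads that left it out.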

To increase the statistical power to detect parentally biased genes, we merged libraries from two replicates of Col × L*er* and three replicates of L*er* × Col for downstream analysis.

### Allele-specific expression analysis

We followed our previously published analysis pipeline to define imprinted genes [44]. Briefly, we defined a minimum threshold of 20 informative reads for Col × L*er* (2 replicates) and L*er* × Col (2 replicates) crosses, respectively. Statistical differences between maternal and paternal read counts for each gene were calculated using a chi-square test, considering genes with a false discovery rate adjusted *P* value of less than 0.01. Additionally, MEGs required to have at least 85% maternal informative reads in both directions of the reciprocal cross and PEGs to have at least 50% paternal informative reads in both directions of the reciprocal cross, following previously defined conditions [14]. Quality of sequencing samples is shown in Additional file 1: Table S7.

### Generation of reporter constructs and transgenic lines

For the generation of reporter constructs, we used the ClonExpress® MultiS One Step Cloning kit. Promoters (≃ 2 kb) and genic sequences of *AT2G33620*, *AT1G43580*, *AT1G47530*, *AT1G64660*, *AT2G30590*, *AT4G15390*, and *AT5G53160* were amplified from WT Col-0 genomic DNA using primers specified in Additional file 1: Table S6 and cloned into vector pB7FWG.0. Constructs were transformed into *Agrobacterium tumefaciens* strain GV3101, and *Arabidopsis* plants were transformed using the floral dip method [45]. Ten transgenic lines per construct were generated and analyzed.

### Imprinting analyses

For reciprocal crosses, designated female partners were emasculated at 1–2 days prior to anthesis. Two days after emasculation, pistils were hand-pollinated with respective pollen donors. Seeds were dissected from the siliques and mounted on a microscope slide for imaging and counting at 2 and 4 DAP. For fluorescence analyses, seeds were stained with 0.1 mg/mL propidium iodide (PI) solution in 7% glucose. Seeds of reciprocal crosses of reporter lines were analyzed under confocal microscopy on a Zeiss 800 Inverted Axio Observer with a supersensitive GaASp detector. Images were acquired, analyzed, and exported using Zeiss ZEN software. For each reporter construct, 50–60 seeds per line were analyzed.

## Additional files

Additional file 1: **Figure S1.** H3K27me3, H3K9me2, and CHG methylation overlap on maternal alleles of PEGs in crosses L*er* × Col. **Figure S2.** Total and parental-specific H3K27me3, H3K9me2, and CHG methylation levels in the endosperm of previously described PEGs. **Figure S3.** Increasing levels of H3K27me3 on maternal alleles correlates with increasing levels of H3K9me2. **Figure S4.** Maternal alleles remain silenced in *suvh4,5,6* and *cmt3* mutants. **Figure S5.** Paternally biased expression coincides with the combination of H3K27me3, H3K9me2, and CHG methylation in crosses L*er* × Col (for reciprocal cross direction see Fig. 3). **Table S3.** GO terms enrichment of genes in the highest score category. **Table S4.** Fluorescence analysis of 4 DAP seeds after reciprocal crosses. **Table S6.** List of primers used in this study. **Table S7.** Quality of sequencing samples.

Additional file 2: **Table S1.** Scores assigned to genes based on the presence of CHG methylation in the central cell as well as H3K9me2 and H3K27me3 on maternal alleles in the endosperm. (XLSX 1745 KB)

Additional file 3: **Table S2.** Seed coat expression of genes with maximum score (12) based on Additional file 2: **Table S1.**

Additional file 4: **Table S5.** Parent-of-origin RNAseq dataset of 4 DAP INTACT-purified endosperm of Col × L*er* reciprocal crosses. 

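Each row of Table S5 gives a gene's informative reads, those that overlap a base differing between Col and L*er*, on the maternal and the paternal allele in either cross, the adjusted p-value of the test against the 2:1 expectation, the maternal fraction, a category and the epigenetic score. In the part analysed here, the maternal fraction in L*er* × Col equals the second read column over the sum of both for all 1998 genes, although the headers name the first read column maternal. The second column holds 67.7% of the informative reads in L*er* × Col, and the maternal column of Col × L*er* holds 73.1%. The second read column was therefore used as the maternal one in L*er* × Col. The paper's categories in this part are 1115 biallelic genes, 141 MEGs, 25 PEGs, 142 Col-dominant and 34 L*er*-dominant genes, and genes biased in a single cross or below the read-fraction criteria. Both alleles together, the median RPKM of the 139 tested MEGs was 6.79 in Col × L*er* and 7.95 in L*er* × Col, and that of the 1108 tested biallelic genes 18.8 and 15.4.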

(XLSX 904 kb)

How the deposited data were processed for this re-analysis (not part of the article)

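Total expression was analysed in 5 RNA-seq libraries of INTACT-purified endosperm nuclei at 4 DAP, 2 of Col × L*er* and 3 of L*er* × Col. The authors deposited a single table of RPKM values, that is reads per kilobase of gene scaled to library depth, with the alleles of both parents added together and the replicates kept apart. The paper's text refers to an earlier study for mapping and for the separation of parental reads. No read counts were used, and each column of the table was assigned to a sample by its label (0 columns were left unassigned). Replicate numbers follow the column names, which also appear in the sample descriptions; the sample titles number the Col × L*er* libraries differently, and a block by the title numbers was run as an alternative. The pairing of same-numbered libraries comes from these numbers. The paper's Tables S1, S2 and S5 gave the scores, the categories and the allele-specific reads. Table S5 was available in part, 1998 genes of chromosome 1.

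Depth was recovered from the steps of low RPKM values of tRNA genes, with exon lengths of the TAIR10.1 annotation, and used as a relative measure of depth. Gene names were taken from that annotation, which matched 32835 of the identifiers. Its coordinates are not reported, since the paper's text names no build. Because RPKM values are not counts, genes were compared with limma 3.58.1 in R 4.3.3 on log2(RPKM + 1), with a trend of the variance on the mean, for genes with an RPKM of at least 1 in at least 2 libraries, and Benjamini-Hochberg adjusted p-values under 0.05 were called. Gene lists were described by their percentile among 10000 lists matched on mean log2(RPKM + 1) in 10 bins. Permutation tests across genes used 100000 resamples, and bootstrap intervals 1000 draws over genes. Fisher's exact test was used for counts of genes and the Wilson method for 95% confidence intervals of read shares. Python 3.11.15 with SciPy 1.17.1, NumPy 2.4.6 and pandas 2.3.3 was used.

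The limma fit without a block, the matched lists and the fit of library weights were tested on simulated data. With 200 genes changed by known amounts and the spread of these libraries, limma called 85 of the 200 (42.5%), all 85 in the right direction, and 3 unchanged genes among 24482 tested. With a spread 4 times smaller, it called 200 of 200 and 6 unchanged genes among 24362. The simulated changes were at least 4-fold, in genes with a mean log2(RPKM + 1) above 3. Their spread was independent between libraries, without the shared deviation of same-numbered libraries. These rates may therefore not hold for the real fit or for smaller changes. Of 100 lists with no shift, 4 lay outside the 2.5th to 97.5th percentile of matched lists, and 99 of 100 lists shifted by 1 SD lay above it.

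The named genes were fixed before the data were examined: genes named in the paper, the marker lists, up to 5 genes in each direction with the largest log2 fold change among limma's calls with a mean RPKM of at least 5 and no overlap between the crosses, the 5 score-12 PEGs with the highest mean RPKM and the 1 with the lowest. Genes named outside this rule are marked where they appear. The alternatives, also fixed then, were other pseudocounts, filters, quantile normalization, a replicate block, no variance trend, and leaving out each library. A replicate block without replicate 1 of L*er* × Col was chosen after the data were seen. The paper states both that the first replicates were left out and that 3 L*er* × Col replicates were merged. It gives the threshold of informative reads for 2 replicates of each cross. Because these statements differ, values are given over all 5 libraries, with fits that leave out replicate 1 of L*er* × Col among the alternatives.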

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

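The test over 5 libraries in this part was chosen before its result was seen, and that over 4 libraries afterwards. Between AT1G01225 and AT1G61770, the span of the part of Table S5 analysed here, lie 50 genes with score 12, of which 26 have a row in that part and 24 do not. Of these 24, 9 had an RPKM of at least 1 in every INTACT library, a signal in genes for which no allele-specific call from INTACT nuclei was analysed here. Table S2 classifies them by published reads. Of the 26 with a row, 19 did. Examples chosen after their values were seen are *ATRX* (AT1G08600), with RPKM of 15.9 and 13.9 in the Col × L*er* libraries and 31.2, 19.3 and 14.6 in the L*er* × Col libraries, and *RBP47C* (AT1G47490), with 8.38 and 22.2 and with 24.2, 8.17 and 20.0. A technical explanation is that too few reads fell on these genes. The median number of reads per gene, estimated over the 5 libraries from RPKM, depth and exon length, was 1863 for the 26 genes and 1324 for the other 24, a difference that the permutation test did not separate from chance (two-sided, p = 0.135). Over the 4 libraries other than replicate 1 of L*er* × Col, the medians were 1067 and 837 reads (two-sided permutation test, p = 0.212). Neither test measures the informative reads that decide a row in Table S5, so few such reads remain a possible reason. The number of bases differing between Col and L*er* in each gene was not tested, nor was a biological explanation.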

How the results depend on the processing

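These alternatives were set before the data were examined, except for the replicate block without replicate 1 of L*er* × Col, which was chosen afterwards, as was the test of other splits of the libraries. The number of genes that differed between the crosses depended on the processing. Against 1 gene higher and 1 lower in Col × L*er*, a pseudocount of 0.1 gave 4 higher and 3 lower, a pseudocount of 5 gave 5 higher and 1 lower, no filter on low values gave 4 higher and 2 lower, and an RPKM of at least 1 in every library gave 5 higher and 1 lower. Quantile normalization gave 0 and 0 (476 genes at an unadjusted p under 0.05), and so did a fit with no mean-variance trend (171 genes). With the replicate number as a block, 77 were higher and 9 lower, and without replicate 1 of L*er* × Col that block gave 81 and 9. A block by the numbers in the sample titles gave 1 higher and 1 lower, so the calls depend on which numbering is used. The 86 genes called with the block include both genes called without it. The block leaves 1 residual degree of freedom. Same-numbered libraries correlated at 0.29 across genes in their deviations. Across the 3 fits that each left out one L*er* × Col library, the count ranged from 0 to 83 genes higher and from 0 to 12 lower, with 199 genes at an unadjusted p under 0.05 where both were 0. Leaving out a Col × L*er* library leaves a single library in that cross, so no call was made. The cause of these changes was not tested by the alternatives. In the other splits of the libraries into 2 and 3 that also part both same-numbered pairs, 2 of the 4 splits, the real one included, gave at least as many genes, and 4 splits cannot show a share under 0.05. The splits that keep the same-numbered libraries together gave 71 (replicate 2) and 141 genes (replicate 3), against 2 between the crosses, all without the block.

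The medians of gene classes moved with the libraries. For PEGs, the median log2 fold change of 0.19 became -0.16 without replicate 2 of L*er* × Col and ranged from -0.25 to 0.54 across the 5 fits that each left out one library. For MEGs, 0.02 became -0.013 with quantile normalization and 0.39 with the replicate block (percentile 9.92), and it was 0.46 without replicate 1 of L*er* × Col (percentile 43.7), no longer outside the matched lists in either. It ranged from -0.68 to 0.62 without single libraries. For L*er*-dominant genes, -0.07 became 0.086 with an RPKM of at least 1 in every library, 0.21 with the replicate block and -0.14 with quantile normalization, and it ranged from -0.51 to 0.21 without single libraries. It lay past the lower limit of the matched lists with quantile normalization (percentile 2.02), with the replicate block (2.43) and without replicate 1 of L*er* × Col (1.99). For Col-dominant genes the median stayed positive under every alternative run, from 0.12 to 0.80. With the block, replicate 1 of L*er* × Col has no partner and does not count in the difference between the crosses, and the medians of PEGs (0.35) and of L*er*-dominant genes (0.21) were the same with the block as without that library. Those of MEGs (0.39 with the block, 0.46 without that library) and of Col-dominant genes (0.703 and 0.715) were not. The cause of the other changes was not tested.

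The share of score-12 genes expressed, 53.1%, was 26.1% at an RPKM of at least 5, where it did not differ detectably from other genes (Fisher's exact test, p = 0.514). Against other genes with a score, the same 53.1% was the lower share. Those genes come from the parts of Tables S1 and S5 used here, and a row in Table S5 needs informative reads. The seed coat markers' difference between crosses, -0.23, became 0.16 with the replicate block and ranged from -1.31 to 0.86 across the 5 fits that each left out one library. The seed coat difference of replicate 1 of L*er* × Col to its replicates 2 and 3, 1.16, was -0.013 against replicate 3 alone and 2.33 against replicate 2 alone. The excess of PEGs among score-12 genes, their frequency against lower scores, the difference between paternally biased and other score-12 genes, their correlation with the seed coat values and the weight of replicate 1 of L*er* × Col kept their direction and their side of the threshold under the alternatives run. The excess lay between 22.3-fold and 32.9-fold, and the weight between 0 and 1.95%.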

Differences from the paper's values

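The paper's values for the paternally biased genes of the highest score category (the paper's 96 genes, 46.4%) and for its PEGs of an earlier study (the paper's 24) were met by the counts from Tables S1 and S2, 96 genes, 46.4% and 24. The paper states that 3 L*er* × Col replicates were merged, and elsewhere that the first replicates were left out. Its threshold of 20 informative reads is given for 2 replicates of each cross. The fitted weight of replicate 1 of L*er* × Col in the informative reads was 0.882%. The paper states that each lower score category has fewer PEGs than the highest. In the part of Table S5 analysed here, score 11 held 1 PEG of 3 genes, and the comparison with score 12 gave an adjusted p of 0.154 (Fisher's exact test). None of the alternatives was run on this single category. The paper states that paternally biased score-12 genes are expressed less in the seed coat. The paper used a Wilcoxon rank sum test, which compares ranks. The values of Table S2 gave the same direction. A rank form, the closer match to that test though chosen after seeing the values, gave p = 0.00381 (permutation test). A difference of medians, an unlike measure, gave p = 0.0760 (permutation test). The paper proposes that PEGs are more numerous than MEGs in Arabidopsis. It argues from genes predicted by their marks and from a re-evaluation in which many earlier MEGs were seed coat genes. The paper's calls in the part of Table S5 analysed here hold 141 MEGs and 25 PEGs. MEG and PEG calls use unlike limits on the read fraction, and maternal tissue RNA may add MEG calls. These counts therefore do not test the proposal.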

Other observations

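The tests of seed coat RNA and of a uniform background in replicate 1 of L*er* × Col, of photosynthesis markers and of a single library behind the block result were chosen only after the result was seen; the other tests in this part were chosen before. Replicate 2 libraries had many genes at 0. Lower depth is a candidate explanation, but thinning the reads of the replicate 3 libraries to the depth of replicate 2 left 15.6% of the observed number of genes at 0 in Col × L*er* and 29.2% in L*er* × Col. If each library had lost molecules independently, the share of genes at 0 in both replicate 2 libraries would be near the product of the separate shares. For genes with 1000 to 2000 bp of exons and an RPKM of 5 to 10 in replicate 3, it was 2.68 times the product. The ratio rose with the level, from 1.16 at an RPKM of 1 to 2, within the limit of 1.2 set for independent loss, to 1.69 at 2 to 5 and 21.4 at 10 to 20. The last ratio rests on few genes, 0.197% of 2030 at 0 in both libraries against a product of 0.00922%. Genes of the same level that differ in their chance of being at 0 would also raise this ratio, so the pattern cannot be told apart from independent loss. Genes absent from both libraries for a shared reason, technical or biological, remain possible, and the design holds no condition that would separate them.

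Maternal tissue may contribute to the difference between replicates 2 and 3. The photosynthesis markers were higher in replicate 3 than in replicate 2 in both crosses for 6 of 6 genes, and their mean difference of 1.63 lay at the 99.6th percentile of matched lists. The seed coat markers rose by 2.25, at the 100th percentile, and the endosperm markers by 0.52, at percentile 5.85. Genes that the paper called MEG rose with them, by 1.47 against 1.07 in matched lists, at the 100th percentile, while PEGs lay at percentile 3.17 and biallelic genes at percentile 47.3. This is consistent with maternal tissue RNA adding to the MEG calls, of which the part of Table S5 holds 141 against 25 PEGs. MEG calls also exceeded matched lists in replicate 1 of L*er* × Col against replicates 2 and 3 (by 1.36, 100th percentile), so the rise is not specific to replicate 3. Differences in cell stage between libraries were not tested.

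Replicate 1 of L*er* × Col had an RPKM of at least 1 for 31056 genes, against 16606 to 24527 in the other libraries, including 73.3% of pseudogenes against 6.39 to 22.8% there. Against replicates 2 and 3 of L*er* × Col, the seed coat markers lay at the 70.3rd percentile of matched lists by their mean and at percentile 90.7 by their median. The photosynthesis markers differed by 0.16 against -0.31 in matched lists, at percentile 96.6. Both sets lay towards the upper end but short of the limit set for the matched lists. The MEG calls lay past that limit, by 1.36 at the 100th percentile. The marker sets and the MEG calls thus differ, so maternal tissue RNA in that library was neither shown nor excluded. A uniform background, such as genomic DNA, may contribute. A set of 951 genes had at least 2000 bp of exons and counted as silent in the other libraries, by an RPKM limit of 0.5. All of them had reads in replicate 1, with a median RPKM of 1.40. Their median was 0.198 in replicate 3 of Col × L*er* and 0.0701 in replicate 3 of L*er* × Col. The presence of reads alone therefore does not set replicate 1 apart. Their coefficient of variation in replicate 1 was 0.863, and mappability was not tested, so the pattern cannot be told apart from such a background. In the fit to the merged reads of Table S5, that library received a weight of 0.882%. The interval of 0 to 4.44% lies below 8.59%, the limit set from that library's share of the reads. The fit did not follow depth between replicates 2 and 3, and the interval does not cover this.

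The 77 genes higher in Col × L*er* with the replicate block include genes of seed storage proteins and oleosins, chosen here after their values were seen. *SESA5* (AT5G54740) had an RPKM of 1437 in replicate 2 of Col × L*er*, 0.272 in replicate 3 and at most 8.06 in the L*er* × Col libraries, and *OLEO2* (AT5G40420) had 196, 0.991 and at most 5.11. A single library could explain many of the calls. Of the 77 genes, 61 were highest in replicate 2 of Col × L*er*, and in 31 both Col × L*er* libraries exceeded all L*er* × Col libraries. A random order gives the latter for 10% of genes, but these genes were called for being higher in Col × L*er*, so that share is no test. The RPKM in replicate 2 of Col × L*er* was over 5 times that of every other library for 37.7% of the 77 genes, and for 50.6% when replicate 1 of L*er* × Col, which does not count in the block's difference, was set aside. With 50% as the limit set for the explanation, it remains open.

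Among the score-12 genes, no difference in total RPKM was detected between the 96 that the paper's Table S2 calls paternally biased and the other 111 (median difference 0.41 on the log2(RPKM + 1) scale, two-sided permutation test, p = 0.119). The difference was positive under each alternative run, with p between 0.0835 and 0.184 (permutation tests). The seed coat value in Table S2, which is the paper's, had a median difference of -0.54 (82 against 100 genes). Across 182 score-12 genes with a seed coat value, the endosperm RPKM may follow the seed coat level. Spearman's rho was 0.418 and Pearson's r 0.355 (permutation test across genes, p = 1e-05 for both, the smallest that 100000 resamples can give), and without the 2 genes farthest from the median seed coat value r was 0.344. Genes are not independent replicates, and shared housekeeping expression was not tested.

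The 7 genes for which the paper made reporter lines had an RPKM above 0 in every library. *MGL* (AT1G64660) had an RPKM of 119 ± 3.36 (SD, n = 2) in Col × L*er* and 96.5 ± 62.3 (SD, n = 3) in L*er* × Col. AT1G47530, for which the paper reports a seed coat signal, had 24.7 ± 10.9 (SD, n = 2) and 15.3 ± 9.68 (SD, n = 3). AT2G33620 had 34.7 ± 16.8 (SD, n = 2) and 30.5 ± 16.7 (SD, n = 3). The lowest mean over the 5 libraries was that of AT4G15390, at 2.49. Of the methyltransferase genes that the paper names, *CMT3* had 21.9 ± 4.97 (SD, n = 2) and 12.5 ± 10.3 (SD, n = 3), and *SUVH4* had 110 ± 29.8 (SD, n = 2) and 83.3 ± 26.1 (SD, n = 3). *SUVH7* was also higher in Col × L*er*, with means of 5.67 and 4.80. The means of *SUVH5* (7.72 and 8.41), *SUVH6* (8.89 and 12.9) and *SUVH8* (34.6 and 43.6) were lower in Col × L*er*. No difference between the crosses was detected for these methyltransferase genes (adjusted p = 0.99997 from limma for each).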
